A study of Mus musculus with 8 samples.

How the data were processed

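The samples were 8 ATAC-seq libraries of MIN6 cells, 4 with an empty vector and 4 with a Klf4 expression plasmid, and groups and replicate numbers were taken from the labels. Per the labels, cells were transfected with a lipid reagent for 48 hours and the assay used a commercial ATAC-seq kit. The labels also name an mRNA-seq library preparation kit, and this was not resolved here. Also per the labels, peaks were called with MACS2 and differential accessibility was analysed with DiffBind. The differential analysis is not used here. The values come from 2 peak lists in broadPeak format, 1 for each plasmid, whose names say that they are merged. The labels do not state the aligner, the genome build, how reads were filtered and shifted for the transposase, how duplicates were treated, or the version and options of the peak caller. Whether the 4 libraries of a group were merged before or after peak calling is not stated either, but each list has 1 value per region, as calling on pooled reads gives. Broad calling joins neighbouring enriched stretches, so a region has no summit and its values are averages over its width.

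For each peak the authors deposited a fold enrichment, which is a ratio of the signal to the peak caller's local background. They also deposited −log10 of the p-value and of the q-value of each peak. The smallest deposited −log10 q was 1.02 in the empty vector list and 1.00 in the Klf4 list, that is, q-values of up to 0.0963 and 0.0997. These are the authors' values. They were used to describe, rank and filter peaks within a list. Fold enrichments of matching peaks were not compared between lists, except for a pair of peaks beside Klf4. Because depth and signal to noise set how many weak peaks pass a q-value, a difference in peak number between lists can come from either as well as from chromatin.

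No build is named in the labels or the lists. Scaffold names and the largest peak ends on each chromosome were those of GRCm38. As a check, the share of peaks within 1 kb of an end of a protein-coding gene of the GRCm38.p6 table was 14.7% for the empty vector list and 13.9% for the Klf4 list as deposited, and 5.20 to 6.94% after both lists were moved by 5 to 1000 kb in either direction. The gene table was used on that ground for gene names, for neighbourhood and for peak coverage around genes, and no coordinate of it is printed. All gene-based results rest on this match. All 24 listed genes were found in it. The table gives no strand and no exons, so the planned share of peaks near transcription start sites became a share near either gene end. The planned share of exon sequence under peaks at Klf4 was not computed. The planned KLF motif densities need a genome sequence, which was not used here.

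Before the data were examined, the groups, the tests, the 2 gene lists, the rule for named items and most alternatives were fixed. The named items are Klf4, Nkx2-2 and the genes of both lists, the 5 list-specific peaks with the highest −log10 q in each list, and the 2 chromosomes with the highest and the 2 with the lowest share of Klf4-only peaks. The values of some genes of the alpha cell list are not reported here. A peak counted as overlapped when a peak of the other list covered at least 1 bp of it. The overlap expected without any relation came from 100 random circular shifts of one list of at least 1 Mb. A gene's window was its body with 10 kb on both sides, and 500 bp were added to both covered lengths before taking log2. A gene list's median was placed among 10000 random lists of the same size, matched on deciles of window length and of empty vector coverage, and its percentile describes these 2 lists and is not a p-value. Peaks on scaffolds were left out, 165 in the empty vector list and 188 in the Klf4 list, and neither list had a mitochondrial peak.

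Alternatives were a −log10 q of at least 5, the 20000 peaks of each list with the highest −log10 p, peaks of at least 500 bp, merging of peaks within 500 bp, all sequences, an overlap of 50% of 1 or of both peaks, a gene end window of 2500 bp, gene windows of 50 kb and 100 bp added in place of 500 bp. Thresholds of 20 and 50, gene ends of every biotype and 2 other ways of matching random lists were added after seeing the data. For the closing observations, a local background and a pileup were computed for each peak as the Poisson mean and count that give its deposited fold enrichment and −log10 p under MACS2's model, with a pseudocount of 1 in the fold. They are estimates that assume this model.

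The steps were tested on simulated data. Of 20000 peaks moved off their places in a list of 100099, 20000 were found as list-specific. All 100 simulated gene lists raised by 1 on the log2 scale fell above the random range, and 1 of 100 unchanged lists fell outside it. Values were shuffled over genes for this test. Smaller changes, lowered lists and the real tie of values to coverage were not simulated, so the test does not cover them. The computed background was within 1% of the true value in 2000 of 2000 simulated single positions and within 25% in 1995 of 2000 averaged regions, with a median ratio of 1.02. Simulated regions had a constant background, a narrow spread of pileup and the assumed pseudocount. All simulated backgrounds were below the 3611 and 214 computed at the strongest Klf4 peaks, so this accuracy does not extend to them. With a pseudocount of 0, the 5th percentile among peaks under 300 bp was 5.05 with the empty vector and 4.92 with Klf4. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and bedtools 2.31.1 were used.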

Results

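Chromatin accessibility was measured by ATAC-seq in MIN6 cells, an established mouse insulinoma line used as a model of the pancreatic beta cell. In this assay a hyperactive transposase cuts and tags DNA that is not covered by nucleosomes or other proteins, so that sequenced fragments pile up over open chromatin. The cells were transfected for 48 hours either with a plasmid expressing Klf4, a zinc finger transcription factor that binds CACCC-type and GC-rich sites, or with the empty vector pcDNA 3. The labels list 8 libraries, 4 biological replicates for each plasmid. The values analysed here are 2 lists of accessible regions (peaks), 1 for each plasmid, each described as merged over the libraries of a group. There is thus 1 value per group for every measure below, no spread between replicates to set a difference against, and no test between the groups. The read depth of the libraries is unknown from these lists. Intervals on shares are 95% Wilson intervals over peaks. They cover counting error only, and neighbouring peaks are not independent.

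The first question was whether Klf4 misexpression changed the number and extent of accessible regions. The empty vector list held 100264 peaks, of which 100099 lay on chromosomes 1 to 19, X and Y, and the Klf4 list held 128726 peaks, of which 128538 lay on these chromosomes. The peaks elsewhere lay on unplaced or unlocalised scaffolds and made up 0.165% and 0.146% of the lists. The main chromosomes were used from here on. On them the Klf4 list had 28439 more peaks (28.4%, a ratio of 1.28), and it covered 84.2 Mb against 66.0 Mb, which is 18.2 Mb or 27.6% more. The median peak width was 539 bp (quartiles 327 and 853 bp) with the empty vector and 510 bp (303 and 859 bp) with Klf4. The median fold enrichment over local background, a value the authors' peak caller gave for each peak, was 4.24 in the empty vector list and 3.92 in the Klf4 list. The median −log10 q was 8.82 and 7.61.

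The sign of the difference in peak number depended on peak strength. Among peaks with −log10 q of at least 5 the Klf4 list held 84085 peaks and the empty vector list 66748, a ratio of 1.26, and at 10 or more the ratio was 1.12. At 20 or more the lists held 28081 and 28856 peaks, a ratio of 0.973, and at 50 or more 11573 and 13771, a ratio of 0.840. At 100 or more the Klf4 list had 4230 peaks against 6083 (0.695), and at 200 or more 587 against 1297 (0.453). Of these thresholds, 5 was set before the data were examined and the others were chosen after.

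**Figure D1:**
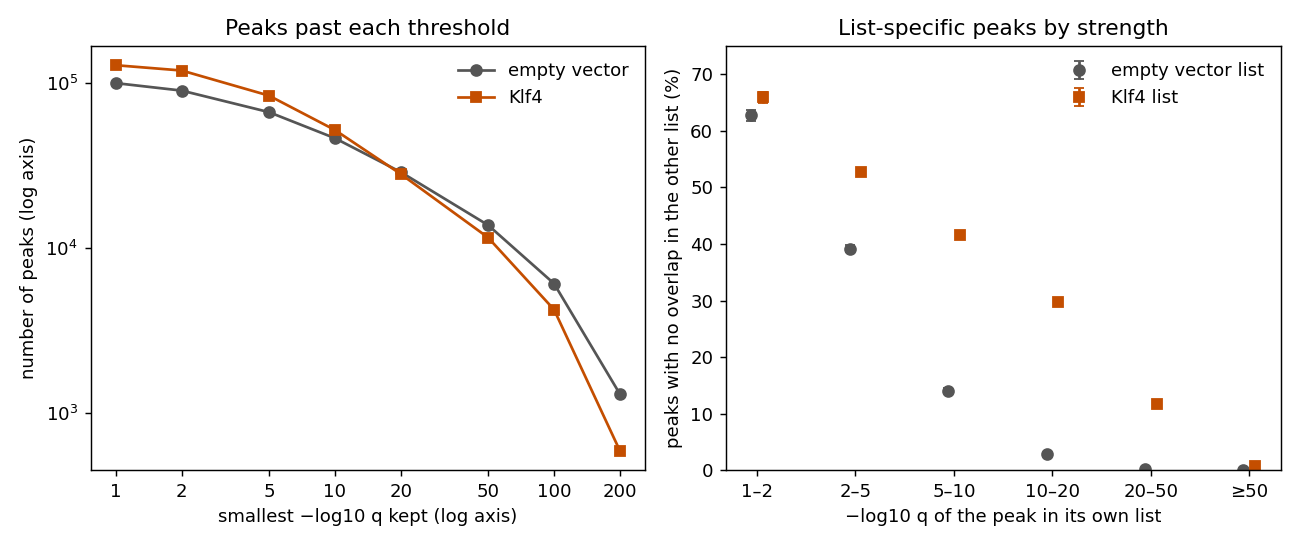
Left, the number of peaks on the main chromosomes with at least the −log10 q on the x axis, both axes on a log scale, for the empty vector list (grey circles) and the Klf4 list (orange squares). Right, the percentage of peaks in each band of −log10 q that no peak of the other list overlapped, with 95% Wilson intervals; the curves on the left cross between 10 and 20, and in each band the Klf4 list has the larger share of list-specific peaks.

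The second question was which accessible regions were found with both plasmids. Counting any overlap of at least 1 bp, 81299 of the 100099 empty vector peaks (81.2%, interval 81.0 to 81.5%) were overlapped by a Klf4 peak, and 81353 of the 128538 Klf4 peaks (63.3%, interval 63.0 to 63.6%) were overlapped by an empty vector peak. When one list was displaced along the chromosomes by 100 random shifts, 6.38 to 7.19% of empty vector peaks and 4.90 to 5.66% of Klf4 peaks were overlapped. The lists shared 50.9 Mb of the 99.3 Mb covered by either, a Jaccard index of 0.512. The share of Klf4 peaks overlapped moved most, to 94.7%, when both lists were first limited to peaks with −log10 q of at least 50.

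Peaks found in 1 list only numbered 18800 with the empty vector (18.8%, 6.47 Mb) and 47185 with Klf4 (36.7%, 21.9 Mb). Empty-vector-only peaks had a median width of 280 bp, a median fold enrichment of 2.95 and a median −log10 q of 2.63, against 620 bp, 4.72 and 12.2 for overlapped peaks of the same list. Klf4-only peaks had a median width of 355 bp, a median fold enrichment of 3.29 and a median −log10 q of 4.75, against 631 bp, 4.39 and 10.8 for the overlapped ones. Most list-specific peaks were not displaced copies of a peak in the other list: 11.5% of empty-vector-only peaks and 8.19% of Klf4-only peaks lay within 1 kb of a peak of the other list, and the median distances were 4836 and 4858 bp.

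The lists differed in how often a peak was found in the other list mainly at a −log10 q from 2 to 50, and less among the weakest and the strongest peaks. Of peaks with −log10 q from 1 to 2, 37.3% of empty vector peaks and 34.1% of Klf4 peaks were overlapped. From 5 to 10 these shares were 85.9% and 58.4%, from 10 to 20 they were 97.2% and 70.2%, and from 20 to 50 they were 99.8% and 88.2%. At 50 or more they were 99.99% and 99.2%. At 20 or more, 35 of 28856 empty vector peaks (0.121%, interval 0.0872 to 0.169%) and 2034 of 28081 Klf4 peaks (7.24%, interval 6.95 to 7.55%) were list-specific. At 50 or more there was 1 such peak with the empty vector and 89 with Klf4. In the strongest 10% of each list by −log10 p, 0.00999% of empty vector peaks and 1.01% of Klf4 peaks were list-specific.

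The 5 list-specific peaks with the highest −log10 q in each list are given with their nearest protein-coding gene, named from the GRCm38.p6 annotation. Positions are those of the deposited lists, which name no genome build. In the Klf4 list they were chromosome 15, 97291706 to 97292592 (Pced1b, −log10 q 201), chromosome 15, 99549800 to 99550596 (Faim2, −log10 q 143), chromosome 19, 40773270 to 40773812 (Cc2d2b, −log10 q 121), chromosome 15, 100051050 to 100051405 (Dip2b, −log10 q 119.5) and chromosome 4, 60081713 to 60081888 (Mup7, −log10 q 117). The last is 176 bp wide and lies among the major urinary protein genes, a family of near-identical copies where read placement is uncertain. In the empty vector list they were chromosome 16, 35981630 to 35981816 (Kpna1, −log10 q 255), chromosome 7, 45744481 to 45744701 (Sult2b1, −log10 q 38.03), chromosome 15, 99711469 to 99711776 (Smarcd1, −log10 q 33.1), chromosome 14, 19278125 to 19278459 (Gm41099, −log10 q 33.0) and chromosome 4, 55532451 to 55533410 (Klf4, −log10 q 32.2). The peak at Kpna1 is 187 bp wide, and its computed background was 42.4, against a median of 3.25 for empty-vector-only peaks. Uncertain read placement cannot be ruled out there either. Distances to the named gene were 190361 bp at Gm41099, 14920 bp at Faim2, 11238 bp at Mup7 and 1472 bp at Kpna1. The other named peaks overlapped their gene.

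Gene ends were used to place the list-specific peaks, because the gene table gives no strand and a start could not be told from an end. Of the overlapped peaks, 17.3% in the empty vector list and 17.4% in the Klf4 list lay within 1 kb of an end of a protein-coding gene, against 6.58% and 6.70% for the same peaks displaced by 100 kb. Of Klf4-only peaks 7.69% (interval 7.45 to 7.93%) did so, against 6.46% after displacement. Of empty-vector-only peaks 3.69% (interval 3.43 to 3.97%) did so, against 4.68%. List-specific peaks of both kinds were thus far rarer at gene ends than overlapped peaks, and Klf4-only peaks were there more often than empty-vector-only peaks. These kinds of peaks were not matched on strength or width. Klf4-only peaks were stronger and wider than empty-vector-only peaks (median −log10 q 4.75 against 2.63, width 355 against 280 bp). Strength, width or gene density may therefore account for differences in these shares. Among the settings that left both lists whole, a gene end window of 2500 bp moved the Klf4-only share most, to 13.6%, with an empty-vector-only share of 8.11%.

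By chromosome, the share of Klf4 peaks without an overlapping empty vector peak was highest on chromosomes 5 (40.4%, interval 39.4 to 41.4%) and 17 (39.3%, interval 37.96 to 40.56%). It was lowest on Y (5.13%, interval 1.42 to 16.9%, of 39 peaks) and X (27.6%, interval 25.9 to 29.4%). On chromosomes 5 and 17 the empty-vector-only shares were 18.8% and 17.6%, and on X 21.8%. The X chromosome had 2501 Klf4 peaks and 2305 empty vector peaks, a ratio of 1.08 against 1.28 over the main chromosomes.

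**Figure D2:**
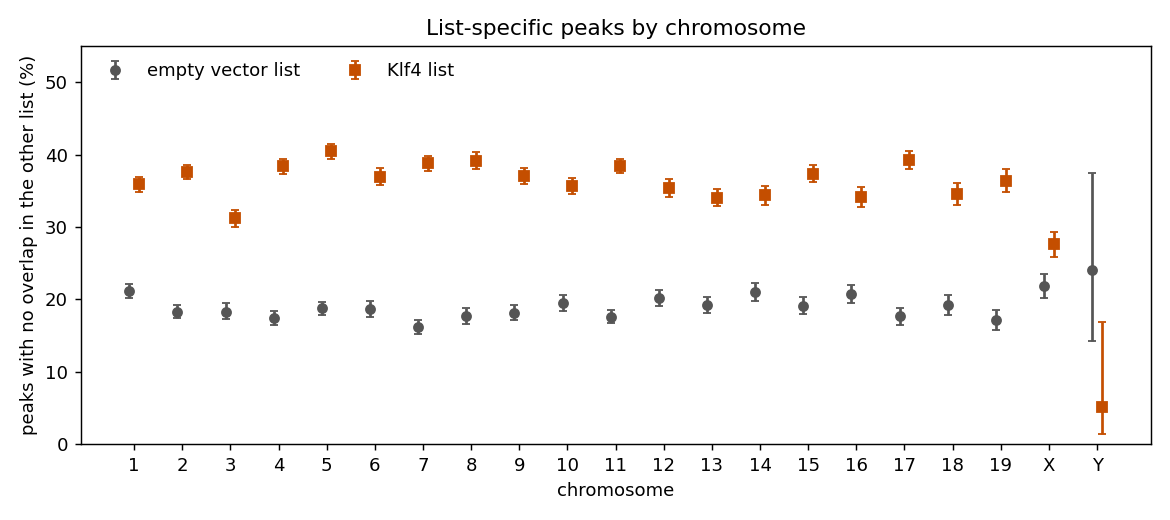
Percentage of peaks on each chromosome (x axis) that no peak of the other list overlapped, for the empty vector list (grey circles) and the Klf4 list (orange squares), with 95% Wilson intervals. Klf4 values lie above empty vector values on every chromosome except Y, which has 39 Klf4 and 50 empty vector peaks.

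The transfected gene was examined as a check of the labels. Over Klf4 and 10 kb on both sides, the Klf4 list had 2 peaks covering 2193 bp and the empty vector list 3 peaks covering 3788 bp. The strongest peak of the whole Klf4 list lay here, at chromosome 4, 55529721 to 55530988, wholly inside the gene body, with a −log10 q of 17134 and a fold enrichment of 8.61. The empty vector peak that overlapped it, 55529791 to 55531758, had a −log10 q of 12.8 and ranked 39468 of 100099 in its list. A second pair of peaks outside the gene body, 55541248 to 55542172 with Klf4 and 55541308 to 55542167 with the empty vector, ranked 5947 and 4222. The empty vector peak at 55532451 to 55533410 had no counterpart with Klf4. The covered length at this gene was 0.67 lower on the log2 scale with Klf4 (log2 ratio −0.67, with 500 bp added to both lengths). Covered length and the strength of the peak inside the gene body thus went opposite ways. The second pair had a lower −log10 q with Klf4 (83.0 against 123.1) at a nearly equal fold enrichment (9.25 against 9.48). At a −log10 q of at least 100 the whole Klf4 list had 0.695 times as many peaks, so this need not be a local change. At Nkx2-2, which the series title names with Klf4, both lists had 6 peaks, each overlapped by one of the other list, covering 7087 bp with Klf4 and 7630 bp with the empty vector (log2 ratio −0.10).

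**Figure D3:**
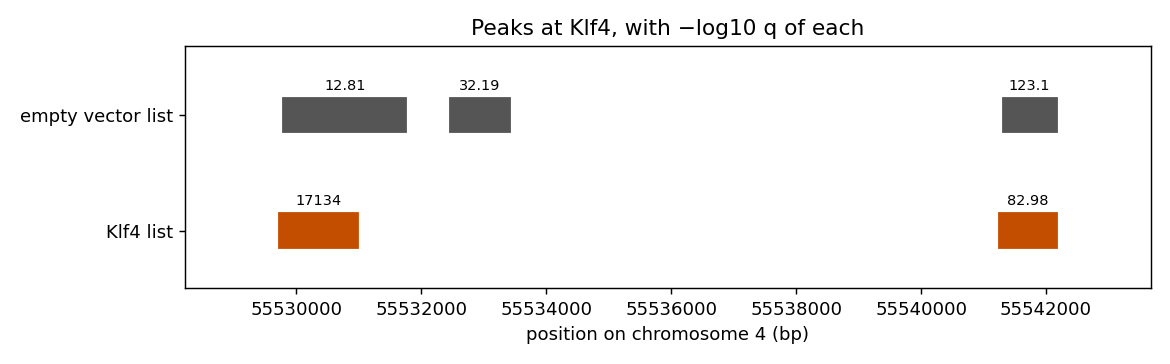
Peaks of the empty vector list (grey) and the Klf4 list (orange) at and around Klf4, drawn to scale along chromosome 4 in bp, with the −log10 q of each peak above it. The leftmost Klf4 peak, at 17134, is the strongest of its list, and the middle empty vector peak, at 32.2, has no counterpart in the Klf4 list.

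The series title concerns alpha cell identity, so peak coverage was compared over lists of 12 alpha cell genes and 12 beta cell genes. For each gene the length covered by peaks in the gene body and 10 kb on both sides was compared as log2((Klf4 bp + 500) / (empty vector bp + 500)). The median over all 21887 protein-coding genes was 0.13. The alpha cell genes had a median of −0.18, with 4 genes higher and 8 lower with Klf4. None of 10000 random lists of 12 genes matched on window length and empty vector coverage had a median as low. Those lists had a central value of 0.22, and 95% of them lay between 0.0011 and 0.59. Leaving out 1 gene at a time gave percentiles from 0 to 0.2. The list was inside the range of the random lists under 2 settings, a window of 50 kb on both sides (median 0.06, percentile 14.6) and the top 20000 peaks of each list (percentile 48.8, with its median and the central value of the random lists both 0). The alpha cell genes did not move together. Irx1 had no peak with the empty vector and 1272 bp with Klf4. Pou3f4 went from 1235 to 207 bp, Fev from 4830 to 3276 bp and Irx2 from 2971 to 2070 bp. Gcg, the glucagon gene, had 2 peaks in both lists, covering 955 bp with the empty vector and 853 bp with Klf4.

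The beta cell genes had a median of 0.04, with 7 genes higher and 5 lower, at percentile 9.59 of their matched random lists, which had a central value of 0.18 and a 95% range of −0.02 to 0.41. The list was thus inside that range. The farthest gene was Ucn3, which went from 6 peaks and 1846 bp with the empty vector to 2 peaks and 781 bp with Klf4 (log2 ratio −0.87). The insulin genes had higher coverage with Klf4, 1730 against 1193 bp at Ins1 and 2370 against 2167 bp at Ins2. Pdx1, Nkx6-1, Iapp and Glp1r had log2 ratios between −0.04 and 0.01. With no replicate values none of these gene-level differences could be set against the spread between libraries. A covered length counts how much was called as peak and does not measure the height of the signal.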

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

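No paired analysis was possible because the values are 1 merged list per group, with none per library. For the same reason the replicate block and leaving out each replicate in turn were not run, and splits of the samples were not counted. The motif density ratios, with their alternatives on matching and on distance from start sites, were not run because no genome sequence was used. A share or the ratio of peak numbers is said to move when it leaves its 95% interval, the covered length ratio when it changes by 5% or more, and a number of peaks when it changes by more than 1.5 times. A gene list changes when it crosses the central value or the limits of the random lists. The merging of peaks within 500 bp joined nothing, since the smallest gap was 675 bp in the empty vector list and 663 bp in the Klf4 list, and says nothing about stability. Of 83 values computed under alternatives, 44 moved, 2 changed direction against the random lists, 2 became weaker, 1 became stronger and 34 stayed within these limits, among them the number of empty vector peaks at a −log10 q of at least 5, which was 66748 in place of 100099. Of the 34, 20 came from this merging or from including all sequences, where the added peaks are 0.165% and 0.146% of the lists, and 14 from other settings.

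The excess of Klf4 peaks kept its direction at a −log10 q of at least 5 (ratio 1.26, with 84085 Klf4 peaks), for peaks of at least 500 bp (ratio 1.21, 65694 against 54394 peaks) and with all sequences. It reversed under the thresholds added after seeing the data, to 0.973 at 20 (28081 against 28856 peaks) and 0.840 at 50 (11573 against 13771). With 20000 peaks in each list a peak number ratio has no meaning. The covered length ratio was 1.03 with the top 20000 peaks, 1.01 at 20 and 0.868 at 50. The cause was not tested.

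The share of empty vector peaks overlapped was 83.7% at a −log10 q of at least 5, 87.3% with the top 20000 peaks, 79.6% for peaks of at least 500 bp, 75.1% when 50% of the peak had to be covered, 67.4% with 50% of both, and 79.6% at 50, and 81.4% at 20. The share of Klf4 peaks overlapped was 66.4%, 87.3%, 65.9%, 56.9%, 52.5% and 94.7% in the same order, and 83.6% at 20. The empty vector share was thus the higher one with deposited lists and at 5, about equal with the top 20000 peaks, and the lower one at 20 and 50. These thresholds are applied to both lists, so the longer list under each has the lower share.

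The share of Klf4-only peaks near a gene end was 9.48% at 5, 21.99% with the top 20000 peaks, 11.1% for peaks of at least 500 bp, 8.45% and 8.29% with 50% of 1 or both peaks overlapped, 13.6% with a window of 2500 bp, 16.5% at 20, 29.2% at 50 and 13.5% with genes of every biotype. The empty-vector-only share was 13.9%, 5.08%, 4.25%, 6.16%, 8.11%, 8.66%, 28.0% and 8.35% for the same settings without the first. It stayed the lower of the pair in each, although at 50 the intervals overlapped (25.7 to 32.9% and 26.4 to 29.7%). Where strength or width limits were set on both lists, a peak also counted as list-specific when its counterpart had been removed by the limit. At 50, just 89 Klf4 peaks and 1 empty vector peak had no counterpart in the whole lists, so the shares under these limits do not describe the list-specific peaks of the report.

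The alpha cell list lay below the range of the random lists under 5 informative alternatives, at percentiles from 0 to 0.16: −log10 q of at least 5, peaks of at least 500 bp, 100 bp added, and both other ways of matching. It was inside the range with windows of 50 kb (median 0.065, percentile 14.6), and the cause was not tested. With the top 20000 peaks its median was 0, equal to the central value of the random lists (percentile 48.8). That measure is saturated, because few genes keep a peak that differs. The beta cell list changed sides of the random central value at a −log10 q of at least 5 (median 0.13, percentile 62.2) and with the top 20000 peaks (median 0.019, percentile 79.4), inside the range in both. In the latter the random central value was again 0, so the side on which the list fell says little. It fell below the range when lists were matched on the sum of both coverages (median 0.040, range 0.05 to 0.60, percentile 1.91). The cause was not tested. The spread between libraries cannot be known from merged lists, which limits every comparison between the groups.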

Other observations

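Of the tests below, those of peak strength against gene density for Klf4-only peaks, of gene density around both gene lists, of dense peaks on chromosome 15 and the first test of depth or signal to noise were set before the result they measure was seen, and the others were chosen after it. Klf4 misexpression, the condition the design names, stays among the open explanations of each difference between the lists, as untested. Local backgrounds and pileups are estimates under the peak caller's Poisson model, in fragments.

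The Klf4 list had more peaks than the empty vector list in the bands of −log10 q from 2 to 50, with 35291 against 23420 from 2 to 5 and 16508 against 15085 from 20 to 50. It had fewer from 1 to 2 (9162 against 9931) and at 50 or more (11573 against 13771). Greater depth of the Klf4 pool is argued against by the genome background. Among peaks under 300 bp, the 5th percentile of the background was 3.02 with Klf4 and 3.11 with the empty vector, a ratio of 0.971. The smallest peak widths, 165 and 168 bp, which by default equal the caller's fragment length, differ by as little. A higher signal over background at every site is argued against by the strongest peaks, since the ratio of peak numbers at a −log10 q of at least 100 was 0.695. A flatter distribution of fragments over sites, as a lower signal at strong sites in some libraries would give, may add weak peaks without new open sites. It would make the weakest empty vector peaks easy to find in the Klf4 list. At a −log10 q from 1 to 2, 37.3% of them were found against 34.1% the other way, while from 5 to 10 the shares were 85.9% and 58.4%. These values do not decide it. The combined test of depth or signal to noise stays open too: list-specific peaks were 1.01% of the strongest 10% of the Klf4 list and 64.1% of the weakest 10%, but these shares were 0.00999% and 62.7% in the empty vector list, so the contrast alone points to neither kind of explanation. The lists parted in the next 2 groups of 10%, with 11.4% and 24.4% list-specific in the Klf4 list against 0.03996% and 0.420%. A single aberrant library among the 4 merged was not tested.

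The strongest Klf4 peak, inside Klf4, had a computed pileup of 31092 fragments, 53.3 times the level that 0.1% of the peaks of its list exceed, and its −log10 q was 3.69 times that of the third peak. Open chromatin at the endogenous gene alone is argued against by that multiple. Plasmid DNA carrying Klf4 sequence, cut by the transposase in the transfected cells, is a candidate explanation: the peak was wholly inside the gene body, and the empty vector peak there ranked 39468 in its list. Whether the peak follows exons, as the planned test asked, was not tested. If so, this peak reports the plasmid and says nothing of the chromatin of Klf4.

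The same signal may account for a loss nearby. The empty vector peak at chromosome 4, 55532451 to 55533410, 1462 bp from that peak, is 1 of the 5 strongest empty-vector-only peaks. Among empty vector peaks with −log10 q from 20 to 50, 34 of 15085 (0.225%) were list-specific. Its computed pileup was 166.5 fragments, and the local background at the strong Klf4 peak was 3611, which is 21.7 times as much. The pileup of the strong peak spread over a 10 kb window would give 3942.5, near that background. The missing call is consistent with a local background raised by the neighbouring signal, which hides peaks without any change in accessibility.

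A narrow peak far from any protein-coding gene was the second strongest of the Klf4 list. It lay at chromosome 9, 5952432 to 5952737, with a −log10 q of 6196 and a fold enrichment of 28.0, and was chosen after its values were seen. The nearest protein-coding gene was Pdgfd. The empty vector peak there had a −log10 q of 24.2 and ranked 24888. These 2 peaks, at Klf4 and here, were the only ones of the 200 strongest Klf4 peaks whose counterpart ranked beyond 10000, and in the other direction there were 0. The computed pileup was 10.3 times the level that 0.1% of the list exceeds. Sequence shared with the Klf4 plasmid, such as a vector element with a match in the mouse genome, may explain it. A match of the sequence would decide, and without a genome and a plasmid sequence it cannot be told apart from a site that opened. An empty vector peak 3772 bp away, 5947968 to 5948659 with a −log10 q of 11.1, was also missing with Klf4.

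Klf4-only shares rose with gene density over the 19 autosomes, and empty-vector-only shares fell. With protein-coding genes per Mb, Pearson's r was 0.61 and Spearman's rho 0.73 for the Klf4-only share, and −0.77 and −0.82 for the empty-vector-only share, of 8 coefficients computed. Chromosomes of 1 list are not replicates, and no p-value is given. Without chromosomes 7 and 11, the farthest in gene density, r was 0.59 and −0.71. In windows of 1 Mb, Klf4-only shares went from 24.3% with 0 genes to 40.9% with 16 to 30 genes and 39.6% with 31 or more, and empty-vector-only shares fell from 29.8% to 13.4%. Peak strength that differs with gene density is argued against for Klf4-only peaks, where rho was 0.767 among peaks with −log10 q from 5 to 10. For empty-vector-only peaks rho was −0.117 and r −0.17 in that band. Without chromosomes 7 and 11 they were −0.29 and −0.44, so how far peak strength accounts for their trend stays open. A base composition bias between the pools, such as amplification that favours GC-rich fragments in 1 pool, would also give the Klf4 trend (rho 0.732), and without sequence it cannot be told apart from a gain in gene-rich chromatin.

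The alpha cell genes lay below matched genes. Their surroundings are gene-poor, with a median of 3 other protein-coding genes within 500 kb against 15 for all genes, and the Klf4 list gained less in gene-poor regions. Gene density is argued against as the whole cause, since random lists matched on gene density as well left the alpha cell list at percentile 0. The result nonetheless faded with windows of 50 kb (percentile 14.6), so a loss of coverage around alpha cell genes is at most a hypothesis for the nearest 10 kb. It would not be a gain, although 4 of the 12 genes were higher with Klf4. For the beta cell genes the same matching moved the percentile from 9.59 to 15.4, inside the range both times, which decides nothing about gene density.

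On chromosome 15, 3 windows of 1 Mb from 97 to 100 Mb had a raised local background in both lists. The 10th percentile of their backgrounds, in the lower list, was 1.35, 1.26 and 2.30 times the genome background. Of 441 other windows with at least 10 genes, the median was 0.997, the highest 1.66, and 3 were at least as high as 1.26. A copy gain of this region in MIN6 is a candidate explanation. Dense peaks in gene-rich sequence may also raise it, and the value of 2.30 cannot separate these. The 10th percentile had not been seen when the test was set, but the windows were chosen for their median background, to which it is tied. The raised background bears on the named peaks of both lists. In these windows lie 2 of the 5 strongest Klf4-only peaks. The empty-vector-only peak at Smarcd1, also among the 5 strongest of its kind, lies there too (−log10 q 33.1, fold enrichment 2.15). Of the 89 Klf4-only peaks with −log10 q of at least 50, 6 (6.74%, interval 3.13 to 13.9%) were there, against 0.431% of all Klf4 peaks. More fragments per site raise −log10 q at an equal fold enrichment, so the strength of these peaks may overstate their change.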
